A study of Arabidopsis thaliana with 4 samples. Its data were reported in "Genome-wide analysis of plant nat-siRNAs reveals insights into their distribution, biogenesis and function" (2012).

How the data were processed

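Small RNAs of 20 to 30 nt, the range the labels give for the gel, were isolated from shoots of 4-week-old Arabidopsis thaliana plants, ligated to adaptors, amplified and sequenced. The study's methods give a narrower gel range and a longer salt treatment than the labels, and the label values are used here. For each of 4 libraries, the deposited table lists distinct small RNA sequences with their read counts, from which the authors had removed the adaptor with their own program. The values are raw counts with no normalization, and the sequences are 17 to 27 nt long. Between 76.2% and 80.0% of the reads matched the genome exactly, so the tables had not been limited to such matches on this genome build. They also still held reads of rRNA and tRNA genes.

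Sequences were matched, full length and without mismatches, to both strands of the Arabidopsis genome assembly TAIR10.1, including the chloroplast and mitochondrial genomes, with numba 0.67.0 and numpy 2.4.6 under Python 3.11.15. The study used the earlier TAIR8 release, so gene models and coordinates differ between the sources, and all coordinates given here are on TAIR10.1. On 1000 planted sequences, 100% were found and 0 false matches arose. RPM are read counts divided by the genome-matched reads of the library and multiplied by 1000000. Of the matched reads, 59.7% to 63.4% per library had 1 match in the genome. A read with several matches was counted in full in each region that it matched and once in any total. The density comparison was an exception, in which a read or distinct sequence was counted at each of its matches.

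Each matched read was put in 1 annotation class. Reads of the rDNA repeats were taken up to 4000 nt beyond the annotated rRNA genes. The annotation holds 4851 pseudogenes, and this class stood in for the transposable elements that the study removed. The study took out all reads that matched transposons or repeats in repeat databases. Such reads were removed here only where they matched a pseudogene or a structural RNA gene. A cis-NAT pair was any 2 nuclear genes on opposite strands that overlapped by more than 25 nt. Pairs were left out when a member was a structural RNA, miRNA or ta-siRNA gene or a pseudogene, or when the overlap region touched one. Such genes elsewhere in a pair did not exclude it. Reads that matched structural RNA genes or pseudogenes were left out, but reads of miRNA and ta-siRNA genes were not. With a minimum taken from the study, a pair was kept as a source of nat-siRNAs, the siRNAs from such overlaps, when its overlap region had 10 RPM or more summed over the 4 libraries. The miRNA families comprised reads of 20 to 22 nt inside the 326 annotated miRNA genes, grouped into 215 families. The ta-siRNA values comprised 21-nt reads of both strands in the 8 annotated TAS genes.

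The groups were control, drought, cold and salt, with 1 library in each, and each stress library was compared with the control library. With 1 library per group there is no replicate check, and no test of the conditions was made. Intervals are 95% intervals that cover counting error only: exact Clopper-Pearson intervals for shares, exact Poisson intervals for counts, and exact conditional binomial intervals for ratios of 2 counts, from scipy 1.17.1. The reads carry no molecular identifiers, so counting error understates the true error. A pair or family was counted as changed when its RPM differed by 2-fold or more and the interval of the ratio lay to 1 side of 1. Families needed 20 or more reads over the 2 libraries. A count of 0 was given a floor of 3 counts, close to the one-sided 95% Poisson limit, which corresponds to 0.862 RPM in control, 0.909 in drought, 0.927 in cold and 0.788 in salt.

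Because all stress libraries share the control, 1000 sets of 4 libraries without any change were simulated from Poisson counts, and the same counts were made on them. Log ratios for correlations used a pseudocount of 0.5 reads. The density of siRNA reads in overlap regions was compared with that in the rest of each pair, against 10000 sets of regions of the same length placed at random within each pair. In simulated libraries modelled on drought and control with 4-fold changes, the calls recovered 93.6% of the changed regions among the 139 pairs, with 1.36% of the unchanged ones called. Among 153 miRNA families, these shares were 86.1% and 0.779%. Over all 1720 overlap regions with a read, 17% of the 200 changed regions were recovered.

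The alternatives tried were scaling without structural RNA reads, TMM scaling with edgeR 4.0.16 under R 4.3.3, only reads with 1 match, division of reads by their number of matches, each distinct sequence counted once, other read lengths, thresholds and minimum overlaps, pairs of 2 protein-coding genes, the whole span of a pair, and structural RNA and pseudogene reads kept. The named items followed a rule fixed before the data were examined: the cis-NAT pairs that the study names in its text, for each stress the 2 pairs changed most in each direction and any tied with them, the 3 miRNA families with the most reads, for each stress the 2 families changed most in each direction, 9 families often studied under abiotic stress, and the TAS loci. The pair ARIADNE14/KOKOPELLI, which the study names from earlier work, was not among the pairs looked up. The biotic stress and rice libraries of the study were not analysed here.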

Results

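Small RNAs were sequenced from shoots of plants of the line Col gl1 RD29:LUC, a Columbia line that carries the gl1 mutation and a luciferase gene driven by an RD29 promoter. The plants were 4 weeks old and had grown at 23 °C with 16 h of light. Of the 4 groups, the control was untreated, the drought plants had a relative water content of 40% to 50%, the cold plants were kept at 5 °C for 24 h, and the salt plants received 200 mM NaCl for 5 h. Each group had 1 library, so no difference below has a replicate check, and each comparison is of 2 libraries and not of the conditions. The libraries held 4569361 reads for control, 4142006 for drought, 4045265 for cold and 4872132 for salt, 17628764 in all. Exact matches to the genome were found for 3479754, 3300034, 3234518 and 3805368 of these reads, respectively. The matched reads came to 13819674, or 78.4% of the total. At this depth, 1 read corresponded to 0.263 to 0.309 reads per 1000000 genome-matched reads (RPM).

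The size distribution was examined first, since 21-nt and 24-nt small RNAs come from different pathways. The 24-nt class was the most abundant in each library, with 48.8% of the matched reads in control, 42.8% in drought, 45.1% in cold and 46.1% in salt. The 21-nt class held 19.8%, 19.7%, 21.2% and 18.7% in the same order. The ratio of 21-nt to 24-nt reads was 0.406 (95% interval 0.405 to 0.407) in control, 0.459 (0.458 to 0.461) in drought, 0.470 (0.469 to 0.471) in cold and 0.406 (0.405 to 0.407) in salt. Counting each distinct sequence once moved these ratios most, to 0.126, 0.165, 0.141 and 0.126. In the control library, 60.1% of the 24-nt reads began with A and 70.0% of the 21-nt reads began with U.

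**Figure D1:**
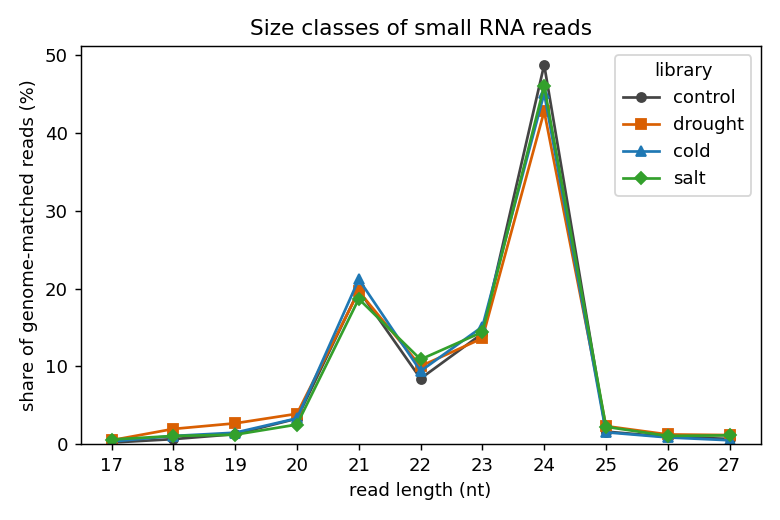
Share of genome-matched reads (%) at each read length from 17 to 27 nt, with 1 line per library for control, drought, cold and salt. The 24-nt share runs from 42.8% in drought to 48.8% in control, and the 21-nt share from 18.7% in salt to 21.2% in cold.

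The classes of annotated origin were then compared between the libraries. Known miRNA genes accounted for 13.9% of the matched reads in control, 13.5% in drought, 14.5% in cold and 14.4% in salt. The ta-siRNA genes accounted for 3.56%, 2.64%, 3.67% and 2.26% in the same order. Reads of rRNA rose from 6.10% in control to 10.4% in drought, 7.07% in cold and 7.63% in salt. Reads of tRNA made up 1.91% in control, 4.78% in drought, 2.23% in cold and 3.81% in salt. The snRNA and snoRNA genes held 0.0590% of the control reads, with 0.0693%, 0.0605% and 0.0589% in the stress libraries. Pseudogenes gave 12.2%, 10.98%, 12.4% and 11.99%, and other nuclear genes gave 14.6%, 13.8%, 14.2% and 13.8%. Other organellar reads came to 3.14%, 3.63%, 3.26% and 4.42%. Nuclear intergenic sequence gave 44.5%, 40.1%, 42.6% and 41.6%. The Clopper-Pearson interval of the widest of these shares in control, the intergenic one, ran from 44.46% to 44.56%. When each distinct sequence was counted once, the miRNA share of control fell to 0.326% and the intergenic share rose to 60.6%.

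The study asked where siRNAs from cis-NAT pairs, genes that overlap on opposite strands, arise and whether stress changes them. The annotation held 4757 such pairs, of which 4421 were analysed: 2181 convergent, 621 divergent and 1619 in which 1 gene encloses the other. Both genes were protein-coding in 2615 of the analysed pairs. The overlap regions of 139 pairs had 10 RPM or more over the 4 libraries, which is 3.14% of the pairs (95% interval 2.65% to 3.70%). They comprised 31 convergent pairs (1.42%), 28 divergent pairs (4.51%) and 80 enclosed pairs (4.94%). A non-coding gene was a member of 98 of the 139 pairs (70.5%), and with only pairs of 2 protein-coding genes 41 pairs passed the same minimum. The overlap regions of the 139 pairs held 93378 reads of 25951 distinct sequences, and their whole spans held 358225 reads of 76266 distinct sequences.

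In the overlap regions of these pairs, 19.9% of the reads were 21 nt long, 25.5% were 22 nt, 11.4% were 23 nt and 40.1% were 24 nt. A single gene, AT3G00220 (TAIR10.1, chromosome 3, 1966546 to 1967625, plus strand), contributed 29.7% of all overlap reads through a pair of overlaps, and was singled out after its values were seen. Without it, 8.58% of the overlap reads were 22 nt and 52.4% were 24 nt. Both short reads of 20 to 22 nt and longer reads were present in 138 of the 139 pairs, and 1 pair had short reads only. An intron lay in the overlap region of 77 pairs (55.4%), and 32782 overlap reads (35.1%) lay in introns. The 2 strands differed by more than 2-fold in 23 of the 139 pairs (16.5%, 95% interval 10.8% to 23.8%). This count fell to 15 when each distinct sequence was counted once.

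Whether siRNAs concentrate in overlap regions was examined in 4014 pairs with a read and with sequence outside the overlap. A read was counted here at each of its matches. The mean density was 95.2 reads per kb in the overlap regions and 85.8 reads per kb elsewhere in the pairs, a ratio of 1.11. Random regions of the same lengths from the same pairs gave ratios of 0.649 to 1.41, with the observed ratio at percentile 71.7. The ratios of the single libraries were 1.03 in control, 1.29 in drought, 1.001 in cold and 1.15 in salt, at percentiles 57.2, 91.2, 46.5 and 77.3. With only reads of 1 match the combined ratio was 1.34, at percentile 99.3. By number of pairs, 1268 had a higher density in the overlap region than elsewhere, against 1062 to 1156 among random regions, while 2746 had a lower one. The random regions were not matched for their position in the gene. Reads of any miRNA or ta-siRNA gene that lay in a pair outside the overlap were kept.

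Changes against the control library were counted among the 139 pairs, whose total reads ranged from 35 to 23075 with a median of 160. In drought, 3 pairs were at least 2-fold higher and 9 were at least 2-fold lower. Cold gave 3 higher and 2 lower pairs, and salt gave 1 higher and 1 lower. In libraries simulated without any change, the median was 1 pair for each stress and direction, with a 95% range of 0 to 3. Only the count of lower pairs in drought lay outside that range. Between stress libraries, 21 pairs differed between drought and cold, 8 between salt and cold, and 9 between salt and drought. In all, 17 pairs (12.2%) were changed in at least 1 stress, and 28 (20.1%) had a ratio of 2-fold or more when the interval was not considered. The direction was the same in all 3 stresses for 38.8% of the pairs, against 50.4% (41.0% to 59.0%) in the simulated libraries. TMM scaling moved the drought counts most, to 7 higher and 4 lower pairs. Its log2 factors were 0.12 for control, −0.14 for drought, 0.03 for cold and −0.01 for salt.

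**Figure D2:**
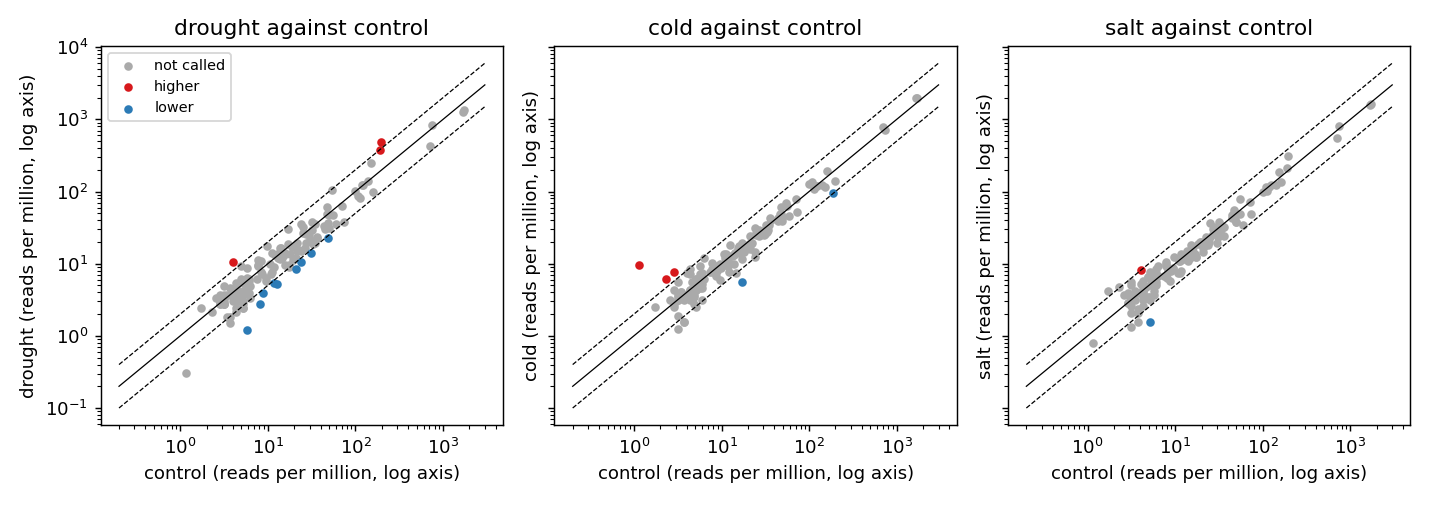
RPM in the overlap regions of the 139 pairs, control on the horizontal log axis and drought, cold or salt on the vertical log axis. Each point is a pair, red for at least 2-fold higher and blue for at least 2-fold lower with an interval to 1 side of 1; the solid line marks equal values and the dashed lines 2-fold differences. The counts are 3 higher and 9 lower in drought, 3 and 2 in cold, and 1 and 1 in salt.

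Of the pairs the study names, SRO5/P5CDH (AT5G62520/AT5G62530, convergent, overlap at chromosome 5, 25099003 to 25099907) is a pair with salt-induced siRNAs in earlier work. Its 905-nt overlap had 0 reads in control, drought and cold and 1 read in salt, so a difference was not detectable at this depth. The floor of 3 counts for a count of 0 corresponds to 0.862 RPM in control. The pair AT2G41590/AT2G41600 (chromosome 2, 17344637 to 17345005) had 87, 89, 85 and 88 reads in control, drought, cold and salt, and the interval of each ratio to control included 1. AT2G02795/AT2G02800 (chromosome 2, 795852 to 796672) had 96, 64, 81 and 123 reads, a ratio of 0.703 (0.504 to 0.975) in drought. AT1G53230/AT1G53233 (chromosome 1, 19850201 to 19851725) had 56 reads over the 4 libraries, and the interval of each ratio included 1. The remaining named pairs that were looked up lay below 10 RPM. AT2G33810/AT2G33815 had 20 reads, AT1G51400/AT1G51402 had 11, AT1G28100/AT1G28110 had 3, AT1G13330/AT1G13340 had 2, and AT4G35850/AT4G35860 and AT2G33793/AT2G33796 had 0. The study describes a siRNA of AT4G35850/AT4G35860 as induced by bacteria, and its biotic stress libraries were not analysed here. AT1G17744/AT1G17745 had 0 reads in control, 4 in drought, 1 in cold and 6 in salt. With control set to its floor of 3 counts, the salt ratio was 1.83. That value leaves out the counting error of the 6 salt reads, and the interval for 6 reads against 0 begins at 1.08. Over the whole span of that pair, salt was lower, at a ratio of 0.645 (0.492 to 0.844). The genes AT4G34070 and AT4G34071 do not overlap in this annotation.

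Several of the pairs with the largest changes had few reads or reads with many matches. In drought, AT5G02935/AT5G18937 (chromosome 5, 6324293 to 6324905) rose 2.64-fold (1.38 to 5.30), from 14 to 35 reads. Only 22.1% of its reads had 1 match, and with those alone the ratio was 1.05 (0.243 to 4.58). AT2G10556/AT2G10557 (chromosome 2, 4106183 to 4106256) rose 2.44-fold (2.23 to 2.68) in drought, and 0% of its 3906 reads had 1 match. Among the pairs counted as changed, the lowest ratios in drought were 0.211 (0.0524 to 0.630) for AT2G04615/AT2G04635 (chromosome 2, 1237239 to 1237523) and 0.339 (0.141 to 0.739) for AT1G72600/AT1G72610 (chromosome 1, 27339114 to 27340044). In cold, AT4G06665/AT4G17090 (chromosome 4, 9606803 to 9607320) rose 8.34-fold (2.95 to 32.5), from 4 to 31 reads, with 94.9% of its reads on 1 strand. AT3G09275/AT3G59940 (chromosome 3, 22142893 to 22144281) and AT1G24822/AT1G24880 (chromosome 1, 8775901 to 8777882) tied for the next place, with 2.69-fold rises (1.248 to 6.27 and 1.13 to 7.06). The latter rose from 8 to 20 reads, of which 0% over the 4 libraries had 1 match, and its ratio was 1.71 (0.976 to 3.06) over the whole span. The pairs AT3G03495/AT3G03505 (chromosome 3, 6011655 to 6012016) and AT2G16575/AT2G16580 (chromosome 2, 7184652 to 7185245) had cold ratios of 0.328 (0.182 to 0.564) and 0.496 (0.431 to 0.568). The latter ratio was 0.526 under TMM scaling, no longer 2-fold. In salt, AT5G02935/AT5G18937 had a ratio of 2.02 (1.05 to 4.12), which was 1.65 with reads of 1 match, and AT2G07213/AT2G07215 (chromosome 2, 2996776 to 2997889) had a ratio of 0.305 (0.0990 to 0.802).

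Among miRNA families, 135 were compared in drought, with 8 at least 2-fold higher and 26 at least 2-fold lower than in control. Cold gave 2 higher and 6 lower among 134 families, and salt gave 0 higher and 14 lower among 135. The simulated median was 0 for each stress and direction, with a 95% range of 0 to 2. Between drought and cold, 38 families differed, between salt and cold 23, and between salt and drought 12. The median log2 ratio over the families was −0.43 in drought, −0.03 in cold and −0.33 in salt. TMM scaling, with log2 factors of 0.20 for control, −0.27 for drought, 0.17 for cold and −0.11 for salt, took most of this shift out. Relative to it, drought had 17 higher and 7 lower families, cold 3 and 6, and salt 5 and 4. The excess of lower families in drought and salt thus depends on the scaling. TMM scaling centres the ratios of these same families, so it takes out a shared shift by design. It cannot decide whether that excess is real.

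The families with the most reads were miR159, miR167 and miR396. In control they had 31690, 29440 and 21415 RPM. The ratios of miR159 to control were 1.75 (1.73 to 1.76) in drought, 1.07 in cold and 1.71 (1.70 to 1.73) in salt, and 2.41 and 2.12 in drought and salt under TMM scaling. For miR167 the ratios were 0.779 in drought, 1.14 in cold and 0.918 in salt, and TMM scaling turned drought to 1.07 and salt to 1.13. For miR396 they were 0.741, 1.05 and 0.815, and TMM scaling turned drought to 1.02 and salt to 1.01. In drought, miR408 rose 5.24-fold (4.89 to 5.61), from 1017 to 5050 reads, while it was 0.419 (0.372 to 0.471) in cold and 1.19 in salt. miR397 rose 2.22-fold (1.82 to 2.71) in drought and was 0.616 in cold and 1.05 in salt. The ratios of miR395 were 0.119 (0.0802 to 0.171) in drought, 0.459 in cold and 0.409 in salt. Those of miR399 were 0.137 (0.0918 to 0.199), 0.555 and 0.446, and those of miR402 were 0.415, 0.326 and 0.145 (0.104 to 0.197). TMM scaling kept the direction of miR395, miR399 and miR402 in all 3 stresses, with drought ratios of 0.164, 0.189 and 0.573.

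The ratios of miR398 were 0.757 in drought, 0.577 in cold and 0.474 in salt, and drought turned to 1.04 under TMM scaling. For miR169 the ratios were 0.727, 0.790 and 1.44 (1.40 to 1.48), and drought turned to 1.003 under TMM scaling. The ratios of miR393 were 1.14, 0.966 and 0.714, in the same direction under TMM scaling. Those of miR319 were 0.777, 0.813 and 0.977, and TMM scaling turned drought to 1.07 and salt to 1.21. The miR319 values leave out an abundant form with an extra U at its 3′ end, which does not match the genome. With that form added, a choice made after the data were examined, the ratios were 1.18 (1.16 to 1.201) in drought, 0.908 in cold and 1.46 (1.44 to 1.48) in salt, so drought and salt turned above 1. The other families with the largest changes had between 35 (miR5641) and 452 (miR779) reads over the 4 libraries. In drought, miR5641 rose 2.99-fold (1.12 to 9.25), from 6 to 17 reads. In cold, miR853 and miR779 rose 2.67-fold (1.62 to 4.53) and 2.24-fold (1.75 to 2.88), the latter from 97 to 202 reads. The ratio of miR849 in salt was 0.272 (0.125 to 0.544). That of miR5662 in cold was 0.336 (0.0963 to 0.960), which turned to 1.07 (0.821 to 1.39) with all reads of 17 to 27 nt.

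**Figure D3:**
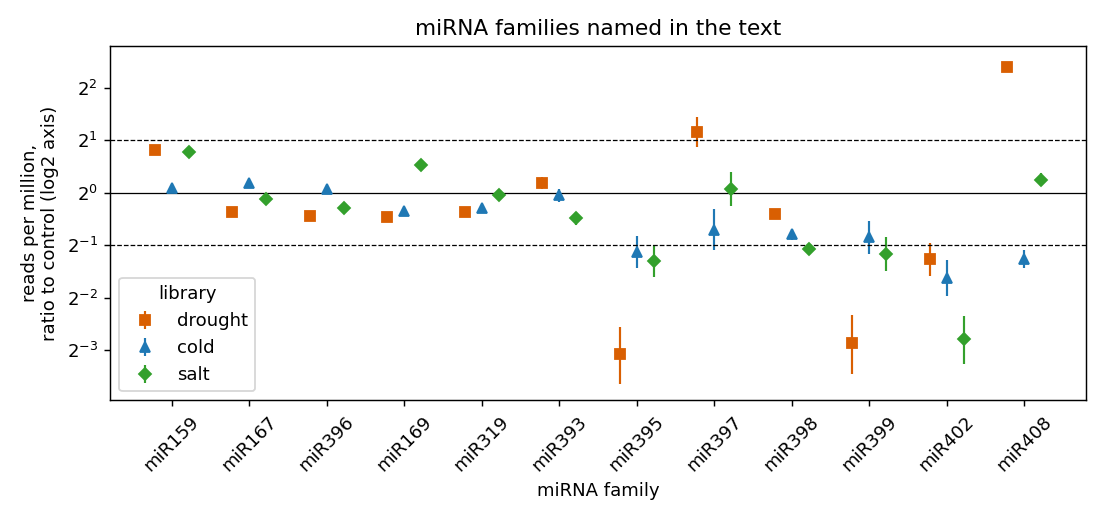
RPM of 12 named miRNA families as a ratio to control on a log2 axis, with squares for drought, triangles for cold and diamonds for salt. Vertical bars are 95% intervals for counting error, the solid line marks no difference and the dashed lines 2-fold differences. The drought ratio of miR408 is 5.24 and that of miR395 is 0.119; under TMM scaling the drought ratios below 1 of miR167, miR396, miR169, miR319 and miR398 and the salt ratios below 1 of miR167, miR396 and miR319 turn above 1.

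The 21-nt reads of the 8 TAS loci came to 29676 RPM in control, 21950 in drought, 30545 in cold and 17727 in salt. The ratios to control were 0.740 (0.733 to 0.747) in drought, 1.03 (1.02 to 1.04) in cold and 0.597 (0.592 to 0.603) in salt. With the TMM factors of the miRNA families, a scaling added after the data were examined, drought turned to 1.02 (1.01 to 1.03), cold was 1.05 and salt stayed lower at 0.738 (0.731 to 0.745). Among the single loci, TAS1C (AT2G39675, chromosome 2, 16537288 to 16538277) had the lowest ratios, 0.620 in drought and 0.515 in salt, and both stayed below 1 under that scaling, at 0.855 and 0.636. The drought and salt ratios of TAS1A were 0.664 and 0.569, those of TAS1B 0.769 and 0.558, those of TAS2 0.782 and 0.628, and those of TAS3 0.826 and 0.646. Under that scaling the drought ratios of TAS1B, TAS2 and TAS3 turned to 1.06, 1.08 and 1.14, and the salt ratios of all 4 of these loci stayed below 1. The ratios of TAS3b were 1.05 (0.954 to 1.15) in drought, 0.837 (0.756 to 0.927) in cold and 0.786 (0.712 to 0.868) in salt, and under that scaling 1.45 (1.32 to 1.59), 0.851 (0.768 to 0.942) and 0.971 (0.880 to 1.07). Those of TASIR-ARF (AT5G57735) were 1.19 (0.968 to 1.45), 0.744 (0.589 to 0.938) and 0.687 (0.547 to 0.861), and under it 1.64 (1.34 to 2.01), 0.756 (0.599 to 0.953) and 0.849 (0.676 to 1.06). TAS4 (AT3G25795, chromosome 3, 9417551 to 9418705) had ratios of 1.56 (1.28 to 1.90) in drought, 1.19 (0.967 to 1.47) in cold and 1.15 (0.938 to 1.41) in salt. Under that scaling the TAS4 ratios were 2.15 (1.77 to 2.62), 1.21 (0.983 to 1.49) and 1.42 (1.16 to 1.74).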

Values the study reported

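The study obtained 14,664,923 genome-matched or cDNA-matched reads from its Arabidopsis abiotic stress libraries. It identified 1,439 cis-NAT pairs in Arabidopsis and analysed 1,374 of them. Over its biotic and abiotic libraries, 84 pairs (6.1%) reached its minimum for siRNAs in the overlap region. Among them were 39 enclosed pairs, or 27.1% of the enclosed pairs that it analysed. It gave the siRNA density in overlap regions as more than 6 times the density outside them. Strand bias was counted in 46 pairs (50.5%, which is not their share of the 84). Both size classes were found in 82 of the 84 pairs. It counted 80 pairs in which siRNAs of the overlap differed more than 2-fold from mock in a stress library.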

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

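The tests on these reads were chosen before their results were seen, apart from 2 choices made afterwards: the shares without the most abundant sequence, and the reading of the strain variant test as undecided.

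Reads that match no place in the genome were not part of the comparisons above. Some of them match a miRNA gene once their last 3′ base is removed. These reads made up 4.82% (95% interval 4.76% to 4.89%) of the miRNA reads in control, 6.08% (6.01% to 6.15%) in drought, 4.45% (4.39% to 4.51%) in cold and 6.69% (6.63% to 6.76%) in salt. Drought and salt thus lay above the level of the control library, with 1 library each and no replicate check. The excess rests on 1 sequence, TTGGACTGAAGGGAGCTCCCTT, the miR319 sequence of MIR319a (TAIR10.1, chromosome 4, 12353109 to 12353129, plus strand) and MIR319b (chromosome 5, 16660469 to 16660489, minus strand) with an extra U. It had 12844 reads in control, 21129 in drought, 12393 in cold and 29682 in salt. Its ratios of reads per genome-matched read to control were 1.73 (1.70 to 1.77) in drought, 1.04 in cold and 2.11 (2.07 to 2.16) in salt, while the form without the extra U had ratios of 0.615, 0.627 and 0.693. Without this sequence the shares were 2.26% in control, 1.59% in drought, 1.91% in cold and 1.61% in salt, lower in each stress than in control.

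An error at the last sequenced base would spread over the bases, but 89.2% of the extra bases were U, and 66.2% were U without the most abundant sequence. A base left over from an adapter would add U alike to each miRNA. The share with an extra U instead differed 411-fold among the 10 most abundant families, from 55.6% for miR319 to 0.135% for miR396. Those 2 technical explanations are therefore argued against. A variant of the strain at the base after the mature miRNA in a MIR319 gene could give the same sequence. Of the 213 reads of 23 nt that begin with it, 89.2% go on with U, which is the base of the genome at that place but also the base that a further U tail would add. The strain variant and a tail added to the RNA cannot be told apart by that test, because both predict the same base. A variant alone does not say why the form with U and the form without it moved apart in drought, cold and salt. In cold the form with U had a ratio of 1.04 and the form without it 0.627. The cause of this was not tested. Depth differed little between the libraries and the measure is a share, so depth was not tested. A response of miR319 tailing to drought, cold and salt stays open as an untested biological explanation, as does a difference in how the libraries were made.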

How the results depend on the processing

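Alternatives were set before the data were examined, apart from 3 added afterwards: the density in pairs past 10 RPM only, TMM scaling of the ta-siRNA totals, and miR319 with its form that ends in an extra U.

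The ratio of 21-nt to 24-nt reads in control, drought, cold and salt was 0.385, 0.443, 0.453 and 0.386 with all deposited reads, 0.391, 0.437, 0.451 and 0.388 without structural RNA reads, and 0.126, 0.165, 0.141 and 0.126 with each distinct sequence counted once. Cold had the highest ratio except with distinct sequences, where drought had. Counting distinct sequences once moved all class shares, since abundant sequences then weigh as much as rare ones. In the same library order the shares were 0.326%, 0.329%, 0.333% and 0.313% for miRNA, 0.328%, 0.321%, 0.337% and 0.292% for ta-siRNA, 2.43%, 3.17%, 2.55% and 2.66% for rRNA, and 0.331%, 0.421%, 0.337% and 0.384% for tRNA. For snRNA and snoRNA they were 0.0920%, 0.121%, 0.0952% and 0.101%, for pseudogenes 18.3%, 17.9%, 18.97% and 19.2%, and for other nuclear genes 16.9%, 17.8%, 16.7% and 16.9%. For other organellar sequence they were 0.719%, 0.672%, 0.727% and 0.730%, and for intergenic sequence 60.6%, 59.3%, 59.9% and 59.4%.

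The count of 139 pairs past 10 RPM was 41 with only pairs of 2 protein-coding genes, which leaves fewer pairs, and between 105 and 162 under the other 6 alternatives. The density ratio of 1.11 was 1.34 with reads of 1 match, 1.12 with distinct sequences, 1.08 without the pair of highest density (AT3G00220/AT3G01835), 1.02 with protein-coding pairs and 1.36 with pairs past 10 RPM, where random regions gave 0.610 to 1.499. Only the value with reads of 1 match lay outside its random range, and the cause was not tested. The number of pairs denser in the overlap than elsewhere lay above its random range under all 5 of these alternatives, for example 1282 against 1076 to 1170 with distinct sequences and 707 against 508 to 578 with protein-coding pairs. Strand bias was counted in 15 of the pairs with distinct sequences and in 30 with reads of 1 match, and the cause was not tested.

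Scaling moved the counts of changed pairs. Under TMM scaling they were 7 higher and 4 lower in drought and 5 higher and 1 lower in cold; without structural RNA reads, 5 were higher in drought and 1 lower in cold. The factors of both scalings raise drought and cold relative to control. With reads of 1 match salt had 0 higher and 2 lower pairs, and with the whole span of the pair it had 0 higher, the cause of which was not tested. For miRNA families, TMM scaling gave 17 higher and 7 lower in drought and 5 higher and 4 lower in salt. All 8 higher families in drought stayed among the 17, and all 7 lower families were among the 26. Without structural RNA reads, 1 family was higher in salt. With at least 100 reads over the 2 libraries, 5 families were higher in drought, and 1 was higher and 3 lower in cold, since fewer families were compared.

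The ta-siRNA totals in control, drought, cold and salt were 32282, 25900, 33700 and 20031 RPM without structural RNA reads, 35626, 26403, 36676 and 22588 RPM with all reads of 17 to 27 nt, and 25867, 26399, 27056 and 19090 RPM under TMM scaling. Salt was the lowest library in each, while drought lay above control only under TMM scaling. The reads of SRO5/P5CDH were the same with reads of 1 match.

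Of the named pairs, 47 ratios with more than 3 reads in at least 1 of the 2 libraries gave 227 values under alternatives; where both libraries had 3 reads or fewer, no value was formed. The side of the 2-fold limit was kept in 215, 18 of which crossed 1 from a ratio not counted as changed. Another 10 fell short of the limit, 1 passed it, and 1 turned around: the salt ratio of AT1G17744/AT1G17745 was 0.645 (0.492 to 0.844) over the whole span. For the named families, 51 ratios gave 207 values, of which 194 kept their side of the limit, 14 of them across 1, while 10 fell short, 2 passed it, and the cold ratio of miR5662 turned to 1.07 with all reads of 17 to 27 nt. The cause of these 2 changes was not tested.

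No paired analysis was possible because each group has 1 library. Depth limits the pairs with few reads: in simulated drought and control libraries, 17% of 4-fold changes were recovered over all 1720 overlap regions with a read, against 93.6% among the 139 pairs.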

Other observations

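Tests chosen only after the result was seen were those of batches, of trigger miRNAs with their random families and TMM scaling, of the GC content of all 21-nt reads, of the GC content of miRNA families and of ta-siRNA totals under TMM scaling, and the test on tRNA was split by stress afterwards. A link of GC content with the drought and salt ratios, and like read totals of the 2 overlaps of AT3G00220, had also been noticed before those were tested.

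By some measures, the drought and salt libraries differed from control in similar ways. The ratio of 21-nt to 24-nt reads was not one of them, since salt (0.406) lay with control (0.406) and drought (0.459) with cold (0.470). Over 153 miRNA families, the log2 ratios of drought and salt to control had a Pearson r of 0.599, but unchanged libraries with a shared control gave a median of 0.504 (0.244 to 0.697), so that value is no evidence of similarity. Nor is the r of 0.434 over the 139 cis-NAT pairs, where unchanged libraries gave 0.506 (0.312 to 0.659). With no library in common, the ratios of drought to control and of salt to cold had an r of 0.477. The ratios of salt to control and of drought to cold, which also set drought and salt against control and cold, gave 0.333. Those of cold to control and of salt to drought, which set cold and salt against control and drought, gave 0.185. In the cis-NAT pairs these values were 0.400, 0.163 and 0.284. There, 0.163 for the split of drought and salt lay below 0.284 for the other split, so the pairs did not favour it throughout. Families and pairs are not independent replicates. Libraries made in separate batches could give a split of drought and salt from control and cold, and so could a shared response of the plants. These cannot be told apart, because each condition has 1 library and the labels give no batch. A GC content bias was measured in 24-nt intergenic reads with 1 match. From 30% GC or less to 50% GC or more, the log2 ratio to control rose by 0.21 (0.19 to 0.22) in drought and by 0.23 in salt, and changed by −0.17 in cold. Both rises were below the 0.25 set beforehand for GC content as the cause, but they lie above 0 and split the libraries in the way to be explained, so a part from GC content stays open and its share was not measured. With the GC content of each miRNA family taken out of both ratios, the r of 0.477 became 0.469 (0.329 to 0.595 over resampled families). That argues against GC content as the whole cause of the link among miRNA families, which do not stand for the other reads.

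The lower ta-siRNA reads in drought and salt were tested against GC content too, since these reads are poor in GC. The 21-nt reads of the TAS loci with 50% GC or more had ratios of 1.17 (0.897 to 1.52) in drought and 1.19 (0.926 to 1.54) in salt, as a GC bias would give, but cold had 1.249 (0.962 to 1.62) although its GC trend was the opposite one. With 112 control reads and intervals that reach 1, these values decide little. Among 21-nt reads with 30% GC or less, those outside miRNA, TAS and structural RNA genes had ratios of 0.967 (0.953 to 0.981) in drought and 0.682 (0.671 to 0.692) in salt, against 0.651 and 0.520 for those of the TAS loci. The TAS loci fell further in both libraries, which argues against a GC bias common to all 21-nt reads as the whole cause. In salt, part of the fall was shared by other reads of low GC content, so a part from GC content stays open there. The drought total also depends on scaling, since it lay at 26399 RPM against 25867 RPM in control under TMM scaling.

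A biological explanation for the ta-siRNA levels is the level of the miRNA that triggers each locus. TAS1 and TAS2 loci were set beside miR173, TAS3 loci beside miR390 and TAS4 beside miR828. Locus and trigger moved in the same direction in 21 of 24 combinations of locus and stress, the exceptions being TAS1C in cold, TAS3 in drought and TAS4 in cold. With 3 families drawn at random as triggers, the median was 15 (6 to 20), and 1.15% of 10000 draws reached 21. TMM scaling gave 20 of 24, where random families gave a median of 12 (6 to 19) and 1.23% of 10000 draws reached 20. The combinations are not independent, since they rest on 3 triggers and 3 stresses. Direction was taken from the ratio alone, and in some matches and some exceptions the interval included 1. Examples are miR173 in cold, at 1.03 (0.921 to 1.16), and miR828 in cold, at 0.864 (0.581 to 1.28). Trigger levels may therefore account for part of the ta-siRNA differences, as a hypothesis that these libraries alone do not settle.

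Higher tRNA reads in drought and salt might come from more RNA degradation. Short sense reads of 17 to 19 nt in exons of protein-coding genes, a measure of mRNA fragments, had a ratio to control of 1.45 (1.38 to 1.52) in drought, 1.16 in cold and 0.999 (0.949 to 1.05) in salt. More degradation is consistent with this measure in the drought library, and argued against by it in salt. The share of rRNA reads does not separate the libraries in that way, since it was 1.70 times that of control in drought, 1.16 times in cold and 1.2503 times in salt. In salt, tRNA fragments made in response to salt, or a library difference, stay open and untested.

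AT3G00220, annotated as a non-coding RNA, overlaps AT3G01835 and AT3G01845 on the other strand. Of the 23075 reads in the first overlap, 77.3% also match the second, and 100% of those match on the opposite strand. The locus may therefore form an inverted repeat whose reads are counted in both pairs, so that its 27715 reads, 65.4% of them 22 nt long, could come from a hairpin and not from a sense and antisense pair. Whether the transcript folds was not tested.

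In the pair AT4G06665/AT4G17090, which was higher in cold, 94.9% (82.7% to 99.4%) of the 39 reads lay on the sense strand of AT4G17090, and 5 were 24 nt long. Fragments of a more abundant mRNA of AT4G17090 in cold are a candidate explanation. In the pair AT3G09275/AT3G59940, 60.3% (46.6% to 73.0%) of the 58 reads lay on the sense strand of AT3G59940, between the limits of 50% and 80% set beforehand. With so few reads, fragments of mRNA and siRNAs cannot be told apart there, although 45 of the reads were 21 nt long.

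The line carries a luciferase gene under an RD29 promoter, taken here to be that of RD29A (AT5G52310). The region of 1000 nt upstream of this gene (TAIR10.1, chromosome 5, 21239717 to 21240716) had 2189 reads of 20 to 24 nt with 1 match, of which 1352 were 24 nt long. That is percentile 99.7 among the regions upstream of 27444 protein-coding genes, whose median was 1 read. The libraries had 535 reads in control, 476 in drought, 615 in cold and 563 in salt. Silencing of the transgene promoter is a candidate source of these reads. No line without the transgene was analysed here, so an endogenous source stays open.

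The gl1 mutation was tested as a loss of genomic DNA at GL1 (AT3G27920). The gene had 2 reads with 1 match, and the median of 3476 genes of like length was also 2. A count this low lies under the floor of 3 counts, and 21.8% of the genes of like length had no read, so a loss of the gene and its presence cannot be told apart.

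Several values differ from those quoted from the study above by more than 1.5 times. The annotation used here gave 4757 cis-NAT pairs, of which 4421 were analysed. Both are higher than the values quoted from the study above. The pairs past the minimum numbered 139. That is higher than the value quoted from the study above. They were 3.14% of the pairs. This share is lower than the one quoted from the study above. The enclosed pairs past the minimum numbered 80, or 4.94%. Their number is higher and their share lower than those quoted from the study above. The density ratio was 1.11. It is lower than the one quoted from the study above. Strand bias was found in 23 pairs, or 16.5%, counted in overlap regions only. Both values are lower than those quoted from the study above, but its share is not one of its pairs past the minimum, so the sets differ. Both size classes were present in 138 of 139 pairs. That number is higher than the one quoted from the study above, for a larger set. A change in at least 1 stress was counted in 17 pairs, or in 28 by the ratio alone. Both counts are lower than the one quoted from the study above. The study's values cover more libraries and an older annotation. The study also removed reads that matched transposons or repeats, of which only those in pseudogenes or structural RNA genes were removed here. The share of each difference due to these was not tested.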
